A study of Mus musculus with 47 samples. Its data were reported in "Interpreting regulatory mechanisms of Hippo signaling through a deep learning sequence model" (2025).

How the data were processed

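The series holds 47 samples in 17 groups of 1 to 5 samples. Pol II and the factors GATA3, CDX2, TFAP2C, YAP1 and TEAD4 were measured by ChIP-nexus, in which an exonuclease trims immunoprecipitated fragments to the edge of the bound protein, and H3K27ac by ChIP-seq. A peak list was at hand for 14 groups with 41 samples, 12 ChIP-nexus lists and 2 ChIP-seq lists, each pooled over the 2 to 5 samples of its group. The 2 PAtCh-Cap samples, the 3 wild-type and the 1 Rin3 mutant whole-cell extract (WCE) samples have no list and were not used here. Groups were taken from the sample labels.

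The authors trimmed ChIP-nexus reads with cutadapt 2.5, aligned them to mm10 with Bowtie 1.1.2, and removed duplicates by position and barcode. They called peaks with MACS2 2.2.6 on reads extended to 150 bp around the stop base. The study names no control for these calls. ChIP-seq reads were aligned with Bowtie2 2.4.2, deduplicated by position, and peaks were called with MACS2 against WCE. The deposited lists give per peak a score (the whole part of 10 times -log10 q), a ratio (fold enrichment of the summit pileup over the larger of the genome-wide and local background), the -log10 p and -log10 q of the summit, and the distance of the summit from the peak start in bp. These values are the authors' and were not recomputed. The lists are pooled calls at a q of 0.05 with no sign of the filter for replicate agreement that the study applied for its own analyses. Reference sequence and GENCODE vM21 annotation of mm10 were used, and coordinates are 1-based. Chromosomes 1 to 19, X and Y were kept. The YAP1 list had 0 peaks on chromosome 13 while each of the other 13 lists had peaks on all 21 chromosomes, so YAP1 there was not analysed here.

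The number of reads per sample was not known from the lists. The reads piled up at each summit were recovered by inverting the Poisson p of each peak with its fold enrichment, which gave a whole number within 0.05 of a step for at least 99.99% of peaks of every list. H3K27ac pileups came out as multiples of a scale. In simulations of 20000 peaks each, the recovery was exact for 100% of ChIP-nexus peaks and within 0.001 scaled reads for 100% of ChIP-seq peaks. Genome-wide background ranged from 3.10 reads per 150 bp in the Rin3 mutant TEAD4 list to 18.4 in the CDX2 list. Read counts bear Poisson error, and deduplication caps H3K27ac counts at strong peaks. In ChIP-nexus lists, taken as called with no control, the local background includes the reads of the peak itself. Fold enrichment then understates differences at strong peaks.

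Peaks were ordered by -log10 p (called strength). Promoter peaks, with a summit within 1000 bp of a TSS, were left out of factor comparisons. Overlap meant at least 1 bp, and 20 random placements within chromosomes gave the background. Spearman's rho was taken over merged regions of the 20000 strongest peaks of the 5 factors, with strength 0 where a list had no peak. The marks were read within 500 bp of the 4000 strongest summits of each factor, without the requirement for a motif that the study set. High and median YAP1 were the 5000 highest and the 5000 around the median of TEAD4 peaks with a YAP1 peak. YAP1 at TEAD4 peaks with and without a partner was compared within 5 equal bins of TEAD4 strength and averaged. In a simulation of 20000 peaks, a planted overlap of 30% was found as 29.7%.

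For the edited enhancers, peaks overlapping between mutant and control lists were matched, the log2 ratios of summit reads were centred on their median, and the peak was placed among the 1000 shared peaks nearest in control reads. There were 142737 such shared TEAD4 peaks for the Rin3 mutant, 189180 for the Ezr mutant, 75806 for Pol II and 52294 for H3K27ac. The CRISPR control lists served as control, except for H3K27ac, where the wild-type list did. In the simulation, 100% of planted 4-fold falls ranked below percentile 5, but its ratios spread less than those of the TEAD4 and Pol II lists. Over all shared peaks of the Rin3 mutant, the standard deviation of log2 ratios was 0.77 for TEAD4 and 0.95 for Pol II. The simulated share therefore does not carry over to these lists. Intervals of ratios at 1 peak follow from counting error alone, those of shares are Wilson and those of differences of shares Newcombe intervals, those of medians over peaks follow from the spread of the peaks, and that of site distance from 2000 bootstrap draws of peaks. With a single list per group, no test between groups was made, and percentiles are descriptions.

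Motifs were patterns fixed before the data were examined, searched within 50 bp of the 5000 strongest summits and 500 bp to either side. The 9 gene lists, the named enhancers and the rule for named genes were fixed then too. Genes named are the enhancers the study describes, up to 4 genes per list with the strongest peak within 50000 bp and those without one, the 10 strongest non-promoter YAP1 peaks, the 10 strongest TEAD4 peaks found only in TSCs or only in ESCs, and the 5 highest and 5 lowest ratios per mutant among shared peaks of at least median control strength. From these the text gives a selection. Gene lists were compared with 10000 random lists matched on the number of TSSs within 100000 bp. Regions covered by alternative contigs were found by alignment of the contigs to their chromosomes with minimap2 2.31-r1302. Alternatives covered list length, overlap rule, promoter distance, mark window, stricter q, ordering by fold enrichment, control list, centring and matching. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.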

Results

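Mouse trophoblast stem cells (TSCs), which are derived from the trophectoderm of the blastocyst, were profiled for TEAD4 and YAP1, through which Hippo signaling acts on genes, and for TFAP2C, CDX2 and GATA3. RNA polymerase II (Pol II) and acetylated histone H3 lysine 27 (H3K27ac) served as markers of active enhancers. The wild-type lists pooled 3 TEAD4, 5 YAP1, 4 TFAP2C, 4 CDX2, 4 GATA3, 3 Pol II and 3 H3K27ac samples. The CRISPR control lists pooled 2 TEAD4 and 2 Pol II samples, the Rin3 mutant lists 2 TEAD4, 2 Pol II and 2 H3K27ac samples, and the Ezr mutant list 2 TEAD4 samples. TEAD4 in R1 embryonic stem cells (ESCs), a cell type derived from the inner cell mass, came from 3 samples. The lists held 318663 peaks for TEAD4, 259712 for YAP1, 261693 for TFAP2C, 334774 for CDX2, 290535 for GATA3, 122384 for Pol II and 80796 for H3K27ac. ESC TEAD4 had 188301 peaks, the CRISPR control 382606 for TEAD4 and 228249 for Pol II, the Rin3 mutant 207255 for TEAD4, 197400 for Pol II and 79212 for H3K27ac, and the Ezr mutant 377430 for TEAD4. The YAP1 list held 0 peaks on chromosome 13, where TEAD4 had 16086 (5.05% of its list) and each of the other lists at least 3128. YAP1 on that chromosome was therefore not analysed here, peaks of other factors there count as lacking YAP1, and for the main comparisons it touches values without chromosome 13, a choice made after this was seen, are also given. Peaks only 150 bp wide, the length to which each read was extended, made up 43.1% of the CRISPR control TEAD4 list and 56.3% of the CRISPR control Pol II list, against 10.9% and 4.08% of the wild-type lists of the same proteins. Each group has a single pooled list, so no interval covers replicate error. Intervals of shares are 95% Wilson intervals, which cover counting error only.

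The first comparison asked which factors bound the same regions. YAP1, a coactivator that TEAD proteins bring to DNA, shared more of its strongest peaks with TEAD4 than with any of the other 3 factors. Of the 20000 strongest non-promoter YAP1 peaks, 12839 overlapped one of the 20000 strongest TEAD4 peaks (64.2%, 95% interval 63.5 to 64.9), against 0.81% after random placement. In the other direction, 64.9% of TEAD4 peaks (64.2 to 65.5) overlapped a YAP1 peak, and 66.4% (65.7 to 67.01) with chromosome 13 left out. The mean of both directions was 64.5% for this pair, 49.2% for CDX2 and YAP1, 45.4% for CDX2 and TFAP2C, and lowest, at 23.0%, for GATA3 and TEAD4. Without chromosome 13 the first 3 were 65.98%, 50.8% and 45.6%. Of the top YAP1 peaks, 16.96% overlapped no top peak of the other 4 factors and 11.3% overlapped all 4. Among all deposited TEAD4 peaks, 93.7% of the top YAP1 peaks found an overlapping one (93.4 to 94.1). Peak strength put the same pair first. Across 55146 merged regions, which are not independent replicates, Spearman's rho was 0.69 for TEAD4 and YAP1, 0.47 for YAP1 and CDX2, 0.34 for YAP1 and TFAP2C, 0.01 for YAP1 and GATA3, and -0.06 for TEAD4 and GATA3. Without chromosome 13 the first 2 were 0.74 and 0.51. With all deposited peaks the overlap of YAP1 with TEAD4 was 39.2% and the pair ranked 4 of 10, with CDX2 and TFAP2C first.

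**Figure D1:**
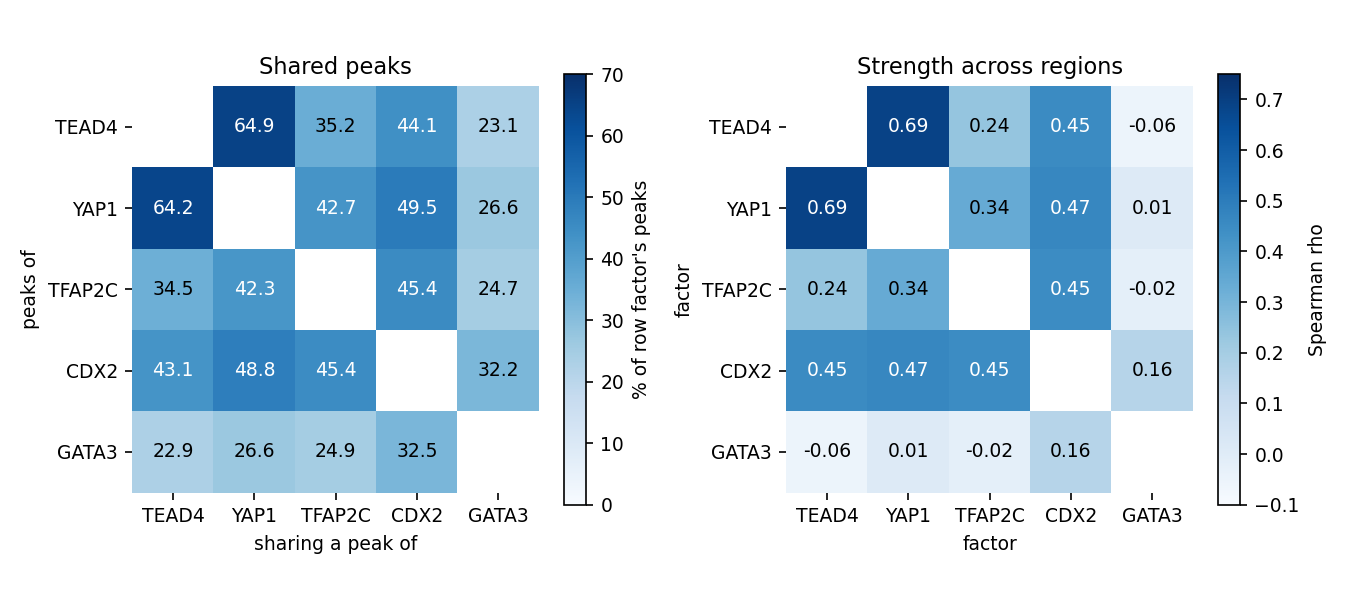
Left, the percent of each row factor's 20000 strongest non-promoter peaks that overlap a peak of the column factor's 20000 strongest, with chromosome 13 included. Right, Spearman's rho of peak strength across 55146 merged regions. TEAD4 and YAP1 are the darkest pair in both panels, at 64.2% and 64.9% and a rho of 0.69.

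Peaks of YAP1 lay near all genes of the list of TSC regulators. All 16 of these genes had one of the 20000 strongest YAP1 peaks within 50000 bp of a transcription start site (TSS), at percentile 100 of 10000 random gene lists matched on gene density, or 99.995 with chromosome 13 left out. The strongest lay near Id2 (fold enrichment 21.6), Tead4 itself (14.5), the FGF receptor gene Fgfr2 (15.5) and Fgfr1 (17.8). Of the trophectoderm epithelium genes, 16 of 18 had a peak (percentile 99.1), or 16 of 17 outside chromosome 13 (99.6), with 1 peak 17712 bp from the keratin gene Krt18 and 41410 bp from Krt8 (fold 20.6), and others at the junction genes Tjp2 (11.9) and Cldn4 (6.30). Pard3b had none, and Dsp lies on chromosome 13. Of the Hippo pathway targets, 18 of 22 had a peak (percentile 99.1), or 18 of 21 outside chromosome 13 (99.3), led by Amotl2, which encodes an inhibitor of YAP1 (17.1), Myof (25.7), Asap1 (22.9) and Nuak2 (12.9), while F3, Fjx1 and Nt5e had none and Foxf2 lies on chromosome 13. The pluripotency list, which shares Sox2 and Esrrb with the TSC regulators, stood at 17 of 20 (percentile 98.7), or 17 of 19 outside chromosome 13 (99.005), with peaks near Dppa4 (13.3), Nanog (12.8), Prdm14 (20.7) and Tfcp2l1 (11.1), and none near Fgf4 and Tdgf1, while Jarid2 lies on chromosome 13. The Prdm14 peak was only 150 bp wide, the extension of a read. The lists contain genes that the study itself describes, among them Amotl2, Fgfr1, Ezr and Tjp1.

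For genes of differentiated trophoblast, 9 of the 10 outside chromosome 13 had a YAP1 peak (percentile 91.8), including Syna, Hand1, Dlx3 and Gcm1 but not Synb. The other 5 genes of this list, Tpbpa, Prl3d1, Prl2c2, Prl3b1 and Ctsq, lie on chromosome 13, so the 9 of 15 over the whole list (percentile 35.4) understates it. Housekeeping genes outside chromosome 13 stood at 13 of 14 (percentile 92.4), with Ubc, Rplp0, Hmbs and Gapdh strongest and Pgk1 without a peak, and at 13 of 15 (85.1) with Sdha, which lies on it. No gene of the next 3 lists lies on chromosome 13, and with it left out of the random lists their percentiles were 22.5, 4.07 and 18.2. Fibroblast genes stood at 5 of 10 (percentile 27.005), with peaks near Col1a1, Pdgfrb, Thy1 and Fn1 and none near Col1a2, Col3a1, Postn, Dcn and Lum. These fibroblast genes were listed for feeder cells, but the study kept its TSCs without feeders, and peaks near genes do not measure cell content. Neuron genes stood at 4 of 10 (percentile 5.28), with peaks near Camk2a, Grin1, Slc17a7 and Rbfox3 and none near Neurod1, Syt1, Snap25, Gad1, Gad2 and Stmn2. Hepatocyte genes stood at 5 of 10 (percentile 23.6), with peaks near Fgb, Hnf4a, Tat and Apoa1 and none near Alb, Cyp7a1, Apob, Afp and Serpina1a. Of all protein-coding genes, 68.1% had such a peak, and 70.8% of those outside chromosome 13.

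Of the 10 strongest non-promoter YAP1 peaks, 9 lay in 18 regions that were among the 500 strongest peaks of at least 5 of the 7 lists of the 5 factors, Pol II and ESC TEAD4. The exception was an intergenic peak 51040 bp from the TSS of Ssbp3 (mm10, chromosome 4, 106859293 to 106860268, fold 27.7). Without these regions, a choice made after the values were seen, the next strongest were an intergenic peak near Wdr20 (chromosome 12, 110724988 to 110725500, fold 41.2) and a peak in the untranslated region of Hsd17b7, a gene of steroid metabolism (chromosome 1, 169949945 to 169950614, fold 39.2). An intronic peak of Rtn1 (chromosome 12, 72343520 to 72344079, fold 39.2) and an intronic peak of the polarity gene Llgl2 (chromosome 11, 115841610 to 115842582, fold 24.5) were also among the 10.

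The next comparison asked how often the strongest binding of each factor coincided with enhancer marks. Most of the 4000 strongest non-promoter peaks of TFAP2C, YAP1, TEAD4 and CDX2 had each mark within 500 bp of the summit, and GATA3 peaks had them least often. H3K27ac was found at 81.7% of TFAP2C peaks (80.5 to 82.9), 80.8% of YAP1 peaks (79.6 to 82.0), 79.7% of TEAD4 peaks (78.4 to 80.9), 78.0% of CDX2 peaks (76.7 to 79.3) and 66.3% of GATA3 peaks (64.8 to 67.7), against 4.79% at randomly placed YAP1 peaks. Pol II was found at 70.3% of TFAP2C (68.9 to 71.7), 66.8% of YAP1 (65.4 to 68.3), 62.8% of TEAD4 (61.3 to 64.3), 60.1% of CDX2 (58.6 to 61.6) and 50.4% of GATA3 peaks (48.9 to 52.0), against 5.64% at randomly placed YAP1 peaks. YAP1 thus ranked 2 of 5 for both marks, and for H3K27ac the intervals of YAP1, TFAP2C and TEAD4 overlapped. Within each set of 4000 peaks, Spearman's rho between the factor's and the mark's strength was low, and YAP1 ranked 4 of 5 with 0.13 for H3K27ac and 0.16 for Pol II. The study, which correlated binding with its activity markers at 4000 peaks holding each factor's motif, found YAP1 highest. Here strength is the -log10 p of called peaks, no motif was required, and H3K27ac reads are capped at strong peaks. The rankings therefore differ in measure and in peaks. With the 20000 strongest peaks, YAP1 ranked first for both marks (65.0% and 52.4%), as it did with peaks ordered by fold enrichment (67.2% and 50.4%). With the summit required to lie inside the peak of the mark, 52.1% of YAP1 peaks had H3K27ac (rank 3) and 53.4% Pol II (rank 2), and with peaks of the mark of -log10 q of at least 10, 53.1% and 59.4% (rank 2 for both). With the 1000 strongest peaks, H3K27ac was at 85.1% (rank 3).

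**Figure D2:**
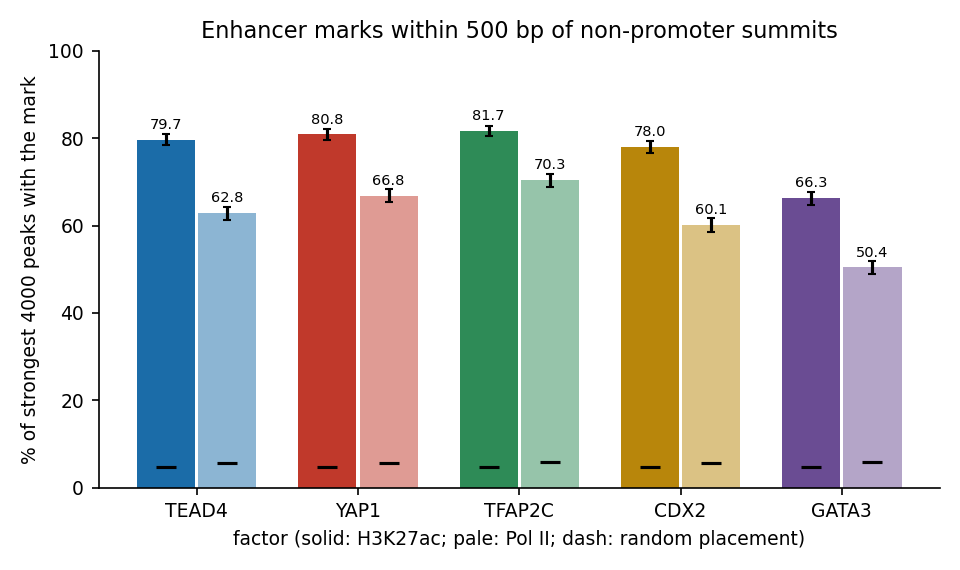
Percent of each factor's 4000 strongest non-promoter peaks with an H3K27ac peak (solid bars) or a Pol II peak (pale bars) within 500 bp of the summit, with 95% Wilson intervals as error bars and the percent after random placement as a dash. H3K27ac bars run from 66.3% for GATA3 to 81.7% for TFAP2C, and Pol II bars from 50.4% to 70.3% for the same factors.

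TEAD4 peaks with the most YAP1 carried both marks far more often than TEAD4 peaks with median YAP1. Of 88139 non-promoter TEAD4 peaks with a YAP1 peak, the 5000 with the highest YAP1 had H3K27ac in 83.5% of cases (82.5 to 84.5) and Pol II in 70.3% (69.0 to 71.5). The 5000 around the median of YAP1 had them in 25.7% (24.5 to 26.9) and 26.7% (25.5 to 27.9), which leaves differences of 57.9 points (56.3 to 59.4) and 43.6 points (41.8 to 45.3). TEAD4 itself was much stronger in the first set, with a median -log10 p of 517 against 22.6. Within 5 equal bins of TEAD4 strength, peaks with more YAP1 than the median of their bin were compared with those with less. They differed in H3K27ac by 29.9 points in the strongest bin (75.8% against 46.0%) and by 16.0 points in the weakest (24.997% against 8.997%). For Pol II the differences were 27.8 and 17.5 points. Each bin still spans a range of TEAD4 strength, which was not compared between its peaks with more and with less YAP1. Part of these differences may therefore go with TEAD4 strength.

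The presence of another factor was compared at the 20000 strongest non-promoter TEAD4 peaks, with all deposited peaks of YAP1 and the other factor. YAP1 was found more often where a TFAP2C, CDX2 or GATA3 peak overlapped, and the difference was small at the strongest TEAD4 peaks and large at weaker ones. Averaged over 5 equal bins of TEAD4 strength, YAP1 was more frequent by 21.9 points with a CDX2 peak (19.7 to 25.2), by 12.5 points with a TFAP2C peak (11.3 to 13.9) and by 7.26 points with a GATA3 peak (6.39 to 8.23). These shares count 4.8% of the TEAD4 peaks, those on chromosome 13, as lacking YAP1. Without that chromosome the means were 24.9 points (22.9 to 27.9), 13.7 points (12.8 to 14.9) and 9.33 points (8.65 to 10.1). In the weakest bin, 94.97% of TEAD4 peaks with CDX2 then had YAP1 against 53.8% without, 96.5% with TFAP2C against 69.0% without, and 96.5% with GATA3 against 77.2% without. In the strongest bin all TEAD4 peaks with a partner had YAP1, and the differences were 4.55 points for CDX2 (1.254 to 15.1), 0.89 points for TFAP2C (0.24 to 3.196) and 0.39 points for GATA3 (0.09 to 1.40), with only 44 TEAD4 peaks that lacked CDX2. Without CDX2, TFAP2C or GATA3, 95.5%, 99.1% and 99.6% of peaks in that bin had YAP1, so little room was left for a difference. The order of the partners changed with YAP1 and partner peaks limited to the 20000 strongest of each list, where the means were 28.6 points for TFAP2C, 24.0 for CDX2 and 20.1 for GATA3. Among the 5000 strongest TEAD4 peaks alone they were 4.72 points for CDX2, 2.32 for TFAP2C and -0.996 for GATA3, and without chromosome 13 they were 4.53, 1.13 and 0.53 points. Over all chromosomes, CDX2 peaks overlapped 92.5% of the 20000 TEAD4 peaks, TFAP2C peaks 81.9% and GATA3 peaks 71.3%. Partners were more frequent at stronger TEAD4 peaks: without chromosome 13, CDX2 overlapped 98.9% in the strongest bin and 83.1% in the weakest. TEAD4 strength was not compared within bins between peaks with and without a partner. Part of the differences in YAP1 may therefore go with TEAD4 strength.

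**Figure D3:**
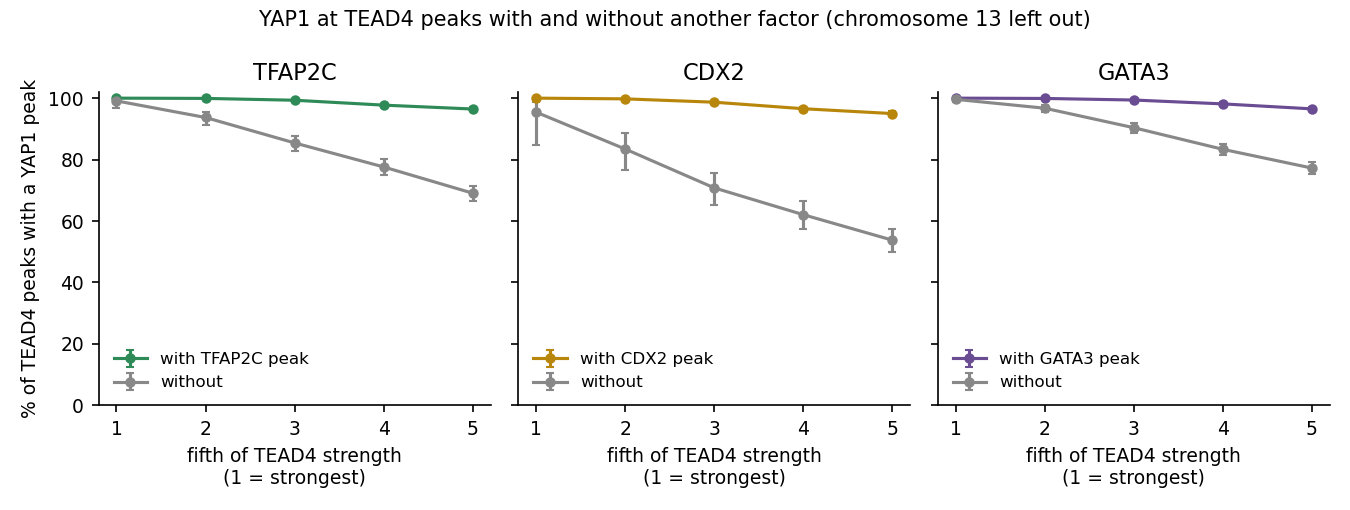
Percent of the 20000 strongest non-promoter TEAD4 peaks outside chromosome 13 that overlap a YAP1 peak, by 5 equal bins of TEAD4 strength from strongest to weakest, with and without a peak of TFAP2C, CDX2 or GATA3. Points are shares and bars are 95% Wilson intervals. In the weakest bin the shares without the partner are 69.0%, 53.8% and 77.2%.

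TEAD4 binding in TSCs was compared with that in ESCs. Most of the strongest peaks of either cell type were also found in the other. Of the 5000 strongest TSC peaks, 73.5% (72.3 to 74.7) overlapped an ESC peak, and of the 5000 strongest ESC peaks 85.5% (84.5 to 86.4) overlapped a TSC peak. In the whole lists the shares were 28.8% and 47.3%. The strongest TSC peak with no ESC peak lay in the untranslated region of Hsd17b7 (chromosome 1, 169950040 to 169950504, fold 55.4). Others lay 168560 bp from Rybp (48.5), a Polycomb gene, in an intron of Pxn (29.3), which encodes the focal adhesion protein paxillin, and 116898 bp from Prl (45.5), at the cluster of prolactin family genes. The strongest ESC peaks with no TSC peak lay in introns of Myo6 (chromosome 9, 80284475 to 80285347, fold 30.1), of the hedgehog effector gene Gli2 (18.4) and of Zfp536 (16.8), and 40810 bp from Eya2 (13.6). The ESC list holds fewer peaks, and both lists were called separately, so a missing peak is one that was not detected.

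Sequence motifs were counted within 50 bp of the 5000 strongest summits of each list. The Tead single motif was found at 54.0% of TEAD4 summits in TSCs (52.7 to 55.4) against 3.2% of flanking windows, at 46.5% of ESC TEAD4 summits (45.1 to 47.9) against 2.57%, and at 26.9% of YAP1 summits (25.7 to 28.1) against 2.90%. The Tead double motif, a pair of Tead sites in fixed spacing, was found at 1.44% of TEAD4 summits, 0.84% of YAP1 summits and 1.12% of ESC TEAD4 summits. Their flanks had it in at most 0.01% of cases. These shares count matches to a fixed pattern. The study describes the motif as long, highly variable in sequence and widespread when mapped with its model, so they do not give its frequency. TFAP2C, CDX2 and GATA3 summits had their own motifs in 30.4%, 25.9% and 40.2% of cases. The AP-1 motif, bound by JUN and FOS proteins, was found at 11.2% of TSC TEAD4 summits (10.3 to 12.1) and 6.94% of YAP1 summits, but at 2.30% of ESC TEAD4 summits (1.92 to 2.75), where the flanks had 1.81%. At YAP1 summits the Tfap2c motif stood at 8.82% against 3.10% in flanks and the Elf5 motif at 2.94% against 0.82%, while the Cdx2 motif stood at 2.5% against 3.31% and the Gata3 motif at 4.86% against 4.83%. CTCF motifs were found at 0.70% of YAP1 summits against 0.11% in flanks.

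The Rin3 mutant line carries an edited enhancer in which the Tead site was moved away from the Tfap2c site, and the comparison asked how binding and marks differed there. The study also found an indel and a SNP near the original site in this line, which its model predicted to be neutral. The enhancer lies in an intron of Slc24a4, with the summit of the wild-type TEAD4 peak 20998 bp from the TSS of Rin3 and the CRISPR control peak at 102261770 to 102262417 of chromosome 12. All 3 signals were lower at this enhancer in the mutant. TEAD4 had 243 reads at the summit against 1735 in the CRISPR control, which after centring on all shared peaks is a log2 ratio of -2.27 (-2.47 to -2.08), at percentile 1.0 of the 1000 peaks of like control strength. Pol II had 65 reads against 352, a log2 ratio of -2.48 (-2.86 to -2.10) at percentile 2.3. H3K27ac, for which only a wild-type control list was used, had 113 reads against 214, a log2 ratio of -0.98 (-1.31 to -0.65) at percentile 0.1, where peaks of like strength spanned 0.24 to 0.50 between their 10th and 90th percentiles. No H3K27ac summit exceeded 216 reads in the wild-type list or 320 in the mutant list, so the control value is close to its ceiling, the size of the H3K27ac difference is uncertain, and the narrow span may come from the ceiling. By fold enrichment over local background, the log2 ratios were -0.96, -1.20 and -0.28, at percentiles 11.8, 9.9 and 31.0, and by rank of -log10 p the Pol II peak stood at percentile 10.5. Against the wild-type list the TEAD4 log2 ratio was -1.59. The nearest TEAD4 peak, 570 bp outside the edited region, had 68 reads against 196, a log2 ratio of -0.96 (-1.36 to -0.57) at percentile 22.4. That region is a window around the enhancer, wider than the moved site, and distances are counted from its edge.

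Pol II was also lower over the Rin3 gene (chromosome 12, 102283048 to 102390855), and most H3K27ac peaks around its start were low for their strength. The Pol II peak at the start of Rin3 (102282581 to 102284373) had 600 reads in the mutant against 2425 in the CRISPR control, a log2 ratio of -2.06 (-2.19 to -1.93) at percentile 1.3. Its fold enrichment was 8.71 in the mutant and 7.69 in the control. The 10 Pol II peaks beyond 5000 and up to 50000 bp from the edited region had a median log2 ratio of -1.74 and the 10 H3K27ac peaks there a median of -0.84, while the 11 TEAD4 peaks there had a median of -0.55. Of these H3K27ac peaks, 9 stood at percentiles 1 to 12.5 of peaks of like control strength, a comparison added after the ratios were seen. The peak that spans the start of Rin3 (102280009 to 102289510), with 282 reads against 213, was at percentile 30.9 (log2 ratio 0.34), within the span of like peaks, and both it and a peak inside the gene with 242 against 214 (0.12, percentile 4) are close to the control ceiling. The TEAD4 peak at the start of Rin3 had 211 reads against 458, a log2 ratio of -0.55 at percentile 29.3. Beyond 50000 and up to 1000000 bp, the medians were -0.72 over 82 Pol II peaks, -0.55 over 47 H3K27ac peaks and -0.22 over 141 TEAD4 peaks, and the 1436 shared Pol II peaks of chromosome 12 with at least median control reads lay 0.40 below such peaks of the other chromosomes on the log2 scale. With all 3044 shared peaks of that chromosome, a choice made after the values were seen, they lay 0.26 below. Centred on chromosome 12, Pol II at the enhancer had a log2 ratio of -2.23 at percentile 3.3.

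**Figure D4:**
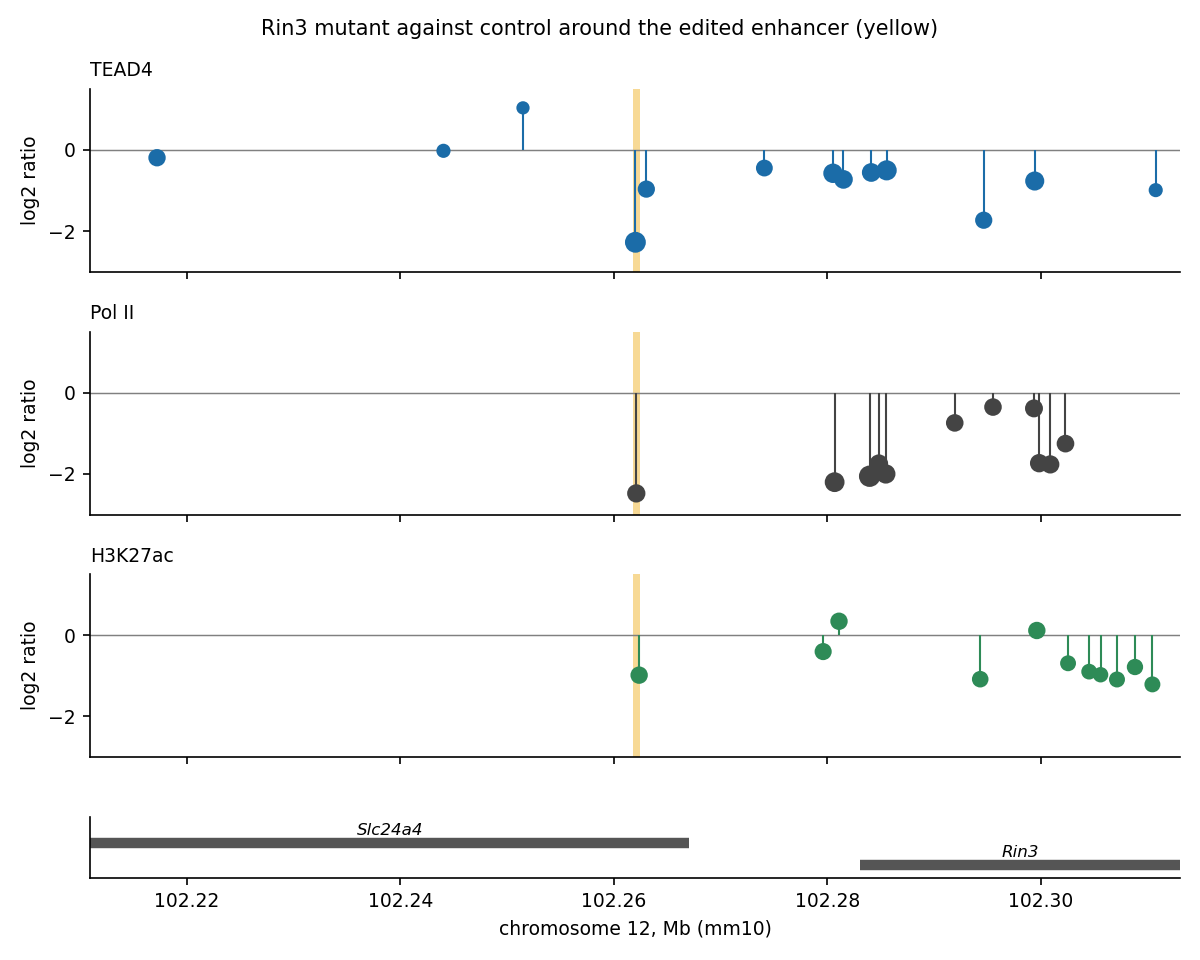
Centred log2 ratio of summit reads in the Rin3 mutant over its control at each shared peak around the edited enhancer (yellow band), for TEAD4, Pol II and H3K27ac, with the genes Slc24a4 and Rin3 below. Point size grows with control reads, and the x axis is the position on chromosome 12 in Mb (mm10). The lowest TEAD4 value, -2.27, is at the enhancer, and Pol II values at the start of Rin3 reach -2.06.

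The Ezr mutant line carries an enhancer in which a Tead single site was rebuilt into a Tead double site. TEAD4 was higher at this enhancer (chromosome 17, 6827593 to 6828534), with 5697 reads at the summit against 967 in the CRISPR control. The log2 ratio was 2.4 (2.30 to 2.498), above all 1000 peaks of like control strength. It was 3.09 against the wild-type list and 1.00 by fold enrichment, at percentile 100 in both cases. The nearest TEAD4 peak, within 5000 bp, had a log2 ratio of -0.66, and the 21 peaks beyond 5000 and up to 50000 bp away had a median of -0.01.

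**Figure D5:**
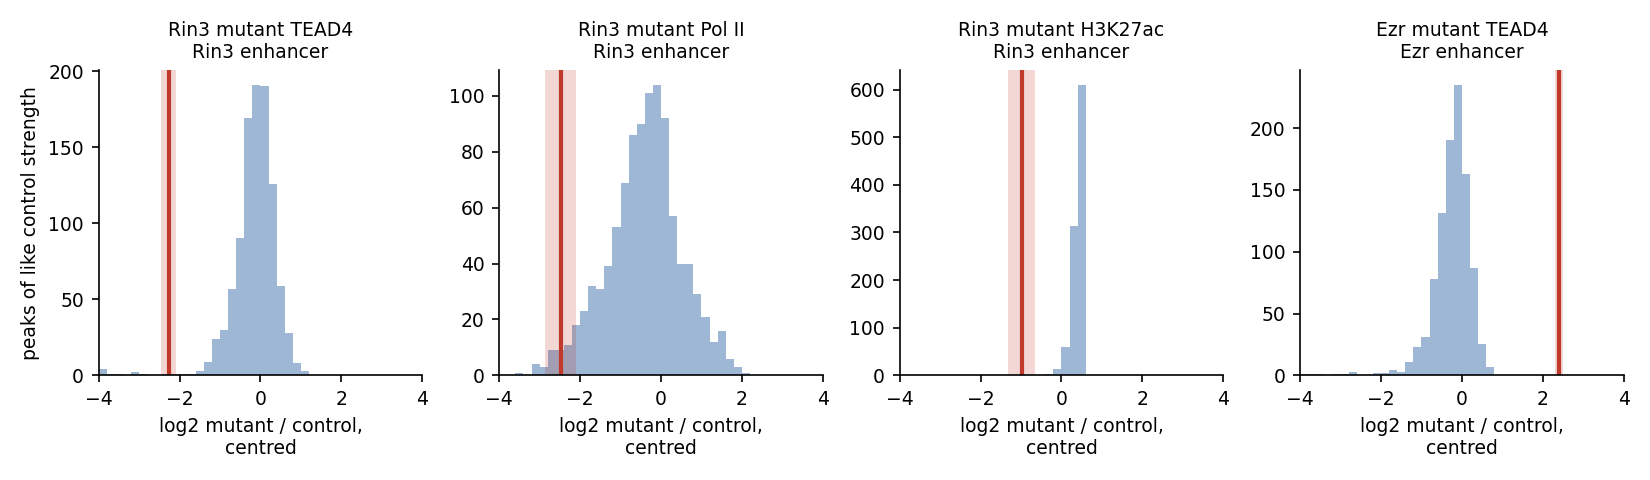
Centred log2 ratio of mutant over control reads at the 1000 peaks of like control strength (bars, count of peaks per 0.2 log2 units), with the edited enhancer as a red line and its counting interval as a pale band. The edited enhancer lies at -2.27, -2.48 and -0.98 for TEAD4, Pol II and H3K27ac in the Rin3 mutant and at 2.4 for TEAD4 in the Ezr mutant.

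Unedited enhancers named by the study were read in the same way, as the background of these comparisons. In the 4 mutant lists, 24 values at the Bmp7, Cited2, Amotl2, Tjp1 and Fgfr1 enhancers and at the enhancer edited only in the other line lay between percentile 6.0 and 94.3 of peaks of like strength, so that 0 of 24 fell outside the central 95%. The lowest was TEAD4 at the Cited2 enhancer in the Rin3 mutant (882 reads against 2433, log2 ratio -0.90), and the highest was H3K27ac at the Tjp1 enhancer (203 reads against 141, log2 ratio 0.46). With the wild-type lists as control, 1 of 24 fell outside, TEAD4 at the Amotl2 enhancer in the Ezr mutant (3565 reads against 1704, log2 ratio 0.97, percentile 99.2).

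Larger differences than at the edited enhancers were found elsewhere. The 5 shared peaks with the lowest ratios included TEAD4 peaks near Tinagl1 (30 reads against 1797, log2 ratio -5.34) and Car6 (32 against 1318, -4.80) and Pol II peaks at the tubulin gene Tubb5 (93 against 6178, -6.10) and at Ap2b1 (42 against 2255, -5.79) in the Rin3 mutant. These 5 TEAD4 and 5 Pol II peaks all lay in regions that mm10 covers with alternative contigs, as did 3 of the 5 lowest H3K27ac peaks and 3 of the 5 lowest TEAD4 peaks of the Ezr mutant. The highest ratios, none of them in such regions, were 3.11 for TEAD4 near Ndrg1 (433 reads against 74) and 3.06 for Pol II at Eda2r (1447 against 168) in the Rin3 mutant. H3K27ac near Sipa1l2 stood at 1.29 (309 against 121), and in the Ezr mutant TEAD4 stood at 3.42 at Git2 (598 against 50) and 3.29 near Anxa1 (666 against 61). With the covered regions left out, a choice made after the values were seen, Pol II was low in the Rin3 mutant at the start of Chac1 on chromosome 2 (38 against 732, -4.27). In an intron of Tex21 on chromosome 12, which also holds the edited enhancer, both Pol II (75 against 1438, -4.27) and H3K27ac (60 against 213, -1.90) were low in that line.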

Values the study reported

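The study trained its sequence model on 187,775 reproducibly bound regions. It compared 5,000 TEAD4-bound regions with the highest YAP1 with 5,000 at median YAP1. Those regions held a Tead motif mapped by its model and no endogenous retroviral element, which the comparison made here did not require. In the edited Rin3 enhancer, the Tead single motif was moved from 20 bp to 60 bp away from the Tfap2c motif.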

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

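The tests on the reference, on a deletion, on copies of chromosome 12 and on edited bases over the Rin3 gene were chosen only after the values they concern had been seen, and the others before.

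The lists of both mutant lines are unusual in holding peaks on alternative or fix contigs, sequences that accompany the chromosomes of mm10 and that no comparison used. There were 67 such peaks in the Rin3 mutant TEAD4 list, 109 in the Ezr mutant TEAD4 list, 68 in the Rin3 mutant Pol II list and 2604 in the Rin3 mutant H3K27ac list. The other 10 lists, the CRISPR controls among them, had 0.

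Where such contigs cover a chromosome, mutant lists lacked many peaks of the control: of the CRISPR control's 20000 strongest TEAD4 peaks, the Rin3 mutant list lacked 76.7% inside covered regions and 18.2% outside, while the wild-type list lacked 12.7% and 17.02%. A deletion of these regions would remove H3K27ac as well, yet the Rin3 mutant H3K27ac list lacked 1.29% of the 20000 strongest wild-type H3K27ac peaks inside them, which argues against it. A reference that also held the contigs, so that reads there aligned to more than 1 place, may explain the missing peaks. The bound of that test was changed after its value was seen, from a ratio that the observed 4.21 did not reach to a difference in points with a comparison to the wild-type list. No biological explanation was tested.

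Pol II in the Rin3 mutant was lower at the enhancer and also over the Rin3 gene, where the 10 peaks beyond 5000 and up to 50000 bp away had a median log2 ratio of -1.74 (-2.28 to -1.20), too far for reads lost over the edited bases to lower them. Fewer copies of chromosome 12 are argued against by ratios centred on that chromosome, -2.27 for TEAD4 at the enhancer and -1.49 (-2.03 to -0.95) for these Pol II peaks, although the bound for the second was changed after its value was seen and under the first bound it would have stayed undecided. At the enhancer itself, reads over edited bases that no longer align cannot be told apart from lower binding by the test set for it. It was to read Pol II and H3K27ac summits 150 to 5000 bp outside the edited region, and there were 0. The 1 TEAD4 peak there, 570 bp outside with a log2 ratio of -0.96 (-1.36 to -0.57), lay within the spread of peaks of like strength (percentile 22.4). The region is a window wider than the moved site. The enhancer's own summits lie inside it and were not compared with the positions of the edited bases. Fewer copies of a segment around the gene were left undecided by the test set for them. In it, 82 Pol II peaks beyond 50000 and up to 1000000 bp had a median of -0.72 (-0.92 to -0.51), between its bounds. Fewer copies would lower every signal over the same DNA alike. Beyond 5000 and up to 50000 bp, however, 11 TEAD4 peaks had a median of -0.55 and 10 H3K27ac peaks one of -0.84, against -1.74 for Pol II. These values, compared after they were seen, argue against fewer copies as the whole of the Pol II difference there. A smaller share stays open. The edit, the difference the design names, was not tested here, with a single pooled list per line. Nor were the indel and SNP that the study found nearby in this line. The study did compare replicates and reported reduced TEAD4, H3K27ac and Pol II at the edited enhancer. It also reported lower luciferase activity of the mutated enhancer in a reporter assay, which was not examined here.

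In the lists of the CRISPR lines many peaks were 150 bp wide, the extension of a read: 43.1% for control, 33.4% for Ezr mutant and 20.9% for Rin3 mutant TEAD4, against 10.9% in the wild type, and 56.3% for control and 46.7% for Rin3 mutant Pol II, against 4.08%. Other lists of unedited cells had 19.4% (YAP1), close to the Rin3 mutant TEAD4 list, 15.4% (CDX2), 9.54% (GATA3), 8.73% (ESC TEAD4) and 5.00% (TFAP2C). Positions that recur in every library are argued against, since 0.4% of the 5000 strongest such control TEAD4 peaks had a Rin3 mutant TEAD4 summit within 10 bp, against 30.7% of wider peaks of like strength. Repeated reads at a position rather than binding may explain them: the Tead single motif exceeded the flanks by 3.02 points at these peaks and by 34.7 points at the wider ones. No biological explanation was tested.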

How the results depend on the processing

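Alternatives without regions strong in most lists, without 150-bp-wide peaks, without covered regions, without chromosome 13, with centring on 1 chromosome, and all those for unedited enhancers were chosen after the data were seen. No paired analysis was possible because each group has a single pooled list, and leaving out each replicate was not possible for the same reason. Of 208 alternatives for the main values, 113 stayed within the counting interval or count limit, 94 moved beyond it and 1 reversed. Of 162 for other values, 71 stayed and 91 moved. TEAD4 and YAP1 ranked first of 10 pairs in rho in all 7 alternatives, and in overlap in all but 1. The Ezr enhancer stayed at percentile 100 in all 8. For H3K27ac at the Rin3 enhancer, no value could be had with summits matched within 100 bp, with another control list or without 150-bp-wide peaks. Depth limits which weak peaks were called, and no interval covers replicate error. Where not stated, the cause was not tested.

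With summits within 100 bp, 59.8% of YAP1 peaks had a TEAD4 peak, YAP1 was more frequent with TFAP2C, CDX2 and GATA3 by 15.5, 18.8 and 9.35 points, and 68.8% of TSC and 79.7% of ESC TEAD4 peaks were shared. With reciprocal overlap of 50%, the YAP1 share was 58.9%, the TFAP2C and GATA3 differences were 19.6 and 10.3 points, and the TSC and ESC shares were 57.2% and 56.5%. Without 150-bp-wide peaks the YAP1 share was 65.0%. Without chromosome 13, where the YAP1 list has 0 peaks, it was 65.6%, rho was 0.74, and the GATA3 difference was 9.33 points.

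With the 50000 strongest peaks, 56.0% of YAP1 peaks had a TEAD4 peak, and with all deposited peaks 39.2%, where the pair ranked 4. With the 5000 strongest, rho was 0.72. With the 1000 strongest, 85.1% of YAP1 peaks had H3K27ac (rank 3) and 77.8% Pol II, Tead single exceeded flanks by 55.7 points at TEAD4 and 29.6 at YAP1 summits, and 85.1% of TSC and 94.4% of ESC TEAD4 peaks were shared. With the 20000 strongest these were 65.0% (rank 1), 52.4% (rank 1), 42.1 and 18.6 points, 65.7% and 77.1%. With 1000 highest against 1000 median YAP1 peaks, the differences were 64.9 points for H3K27ac and 59.5 for Pol II. With the 5000 strongest TEAD4 peaks, the TFAP2C and CDX2 differences were 2.32 and 4.72 points, and that of GATA3 reversed to -0.996, and with chromosome 13 also left out they were 1.13, 4.53 and 0.53. With YAP1 and partner peaks from the 20000 strongest, TFAP2C, CDX2 and GATA3 gave 28.6, 24.0 and 20.1 points. With a -log10 q of at least 10, 62.1% of TSC and 80.2% of ESC peaks were shared, and with the CRISPR control list 75.1% of TSC peaks.

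Ordered by fold enrichment, 60.2% of YAP1 peaks had a TEAD4 peak, rho was 0.66, 67.2% of YAP1 peaks had H3K27ac (rank 1) and 50.4% Pol II (rank 1), and Tead single exceeded flanks by 53.4 and 28.5 points at TEAD4 and YAP1 summits. With promoter peaks kept, the YAP1 share was 56.0%, rho 0.62, H3K27ac 88.8%, Pol II 82.2% (rank 1), the high against median differences 54.3 and 48.5 points, and those with TFAP2C, CDX2 and GATA3 10.0, 17.9 and 4.92 points. With a TSS distance of 2500 bp, H3K27ac was 79.5%, Pol II 65.1%, and TFAP2C and GATA3 gave 14.5 and 8.78 points. In regions with a peak in both lists, rho was 0.65.

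With the summit inside the mark's peak, 52.1% of YAP1 peaks had H3K27ac (rank 3) and 53.4% Pol II. With stricter mark peaks these were 53.1% and 59.4%, and the high against median differences 48.4 and 46.7 points. Within 1000 bp, Pol II was 68.3% and its difference 41.02 points. Tead single exceeded flanks within 25 bp by 38.0 points at TEAD4 and 15.4 at YAP1 summits, and within 100 bp by 54.1 and 26.3.

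At the edited enhancers, fold enrichment in place of reads gave log2 ratios of -0.96 (percentile 11.8) for TEAD4, -1.20 (9.9) for Pol II and -0.28 (31.0) for H3K27ac in the Rin3 mutant and 1.00 for TEAD4 in the Ezr mutant. Taken as called with no control, ChIP-nexus peaks have a local background that includes their own reads. By rank of -log10 p, Pol II stood at percentile 10.5 and H3K27ac at 2.2. Against the wild-type lists, TEAD4 was -1.59 and Pol II at percentile 0.6 in the Rin3 mutant, TEAD4 was 3.09 in the Ezr mutant, and 1 unedited enhancer of 24 fell outside the central 95%. The TEAD4 percentile in the Rin3 mutant was 0.3 with summits matched within 100 bp and 0 without covered regions.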

Other observations

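The tests of site spacing, of TSC-specific binding and of site distance were chosen before their results were seen, and the counts of distinct sequences, the comparison of motifs by ESC peak, the shifts over all shared peaks, and the values without chromosome 13 only after.

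TEAD4 peaks of TSCs without an ESC peak differed from shared ones in their motifs. Among the non-promoter peaks of the 20000 strongest, not matched in strength, the AP-1 motif was found at 18.3% of 6321 peaks without an ESC peak (17.3 to 19.2) and at 7.60% of 9416 peaks with one (7.09 to 8.16). The Tead single motif was found at 38.9% and 52.0%, the Tead double motif at 0.24% and 1.29%, and the Cdx2 motif at 5.35% and 2.95%. In the TEAD4 lists, 15 of 16 TSC regulators had a peak within 50000 bp in TSCs and 16 of 16 in ESCs, and 18 of 18 and 15 of 18 trophectoderm epithelium genes.

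A hypothesis was that TEAD4 binding specific to TSCs lies with TFAP2C. Within 5 equal bins of TEAD4 strength, a top TFAP2C peak was on average 6.43 points more frequent (5.19 to 7.68) at TEAD4 peaks without an ESC peak, which is consistent with it. The difference was not particular to TFAP2C: it was 13.3 points for CDX2, 7.61 for GATA3, 4.34 for YAP1 and 6.74 for H3K27ac, and -3.67 for Pol II. For YAP1 the pooled shares have the other sign, 44.3% without against 46.9% with an ESC peak, and without chromosome 13, where the YAP1 list has 0 peaks, they were 44.5% and 47.5% with a mean difference of 4.66 points.

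Another hypothesis was that a gap of 2 bp is a preferred arrangement of Tead pairs. Same-direction pairs within 100 bp of the 20000 strongest TEAD4 summits in TSCs were found 162 times with this gap, 92 times with 4 bp and 6 to 39 times with other gaps. Enrichment over flanks at 2 bp was 3.31 times the median of the other gaps, which met the bound set for the hypothesis. It rests on 4 flank sites, and the other gaps had 0 to 4. A small constant was added to the counts so that gaps without flank sites have a ratio. The enrichments and their ranks, here and in ESCs, depend on it. This spacing is that of the Tead double motif, which the study's model learned from these ChIP-nexus data, so the result is not independent support. The 4-bp gap, with no flank site, ranked higher. In ESCs there were 113 pairs with 2 bp and 151 with 4 bp, and 75 of the latter were 1 identical sequence. By enrichment over flanks the 2-bp gap ranked 1 of 21 there, at 75.7 against 60.6 for 4 bp, on 2 and 4 flank sites. Bases marked as repeats held 66.9% of the 4-bp pairs in ESCs and 35.9% in TSCs, against 5.31% and 7.41% of the 2-bp pairs.

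A further hypothesis, taken from the study, was that YAP1 depends on the distance between Tead and AP-2 sites. The study rests it on model scores, predictions in random sequences, reporter assays and the edited Rin3 line, none of which entered this test. Both ranges compared here lie within the distance over which the study reports an effect. At TEAD4 peaks with both sites, the median strength percentile of YAP1 was 58.8 at 353 peaks with sites within 40 bp and 57.3 at 496 peaks with 41 to 100 bp, a difference of 1.48 (-5.91 to 8.33), or 0.87 (-5.33 to 9.16) without chromosome 13. At 237 peaks with sites beyond 100 and up to 200 bp apart, not part of the test, it was 50.3, and 51.3 without chromosome 13, while the median TEAD4 percentile also fell over the 3 groups, from 67.01 to 59.1 and 52.9. Each interval includes both 0 and the 5 points set beforehand, so the test left it undecided.

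Among shared peaks of at least median control reads, the medians of some chromosomes differed between lines on the log2 scale. Shifts beyond 0.2 are named here, with chromosome Y, which had 13 to 36 peaks, left aside. In the Rin3 mutant, chromosome 19 lay 0.28 above the other chromosomes for Pol II, 0.21 for TEAD4 and 0.24 for H3K27ac, and chromosome 12 lay at -0.40 for Pol II, with -0.04 for TEAD4 and -0.18 for H3K27ac. In the Ezr mutant, TEAD4 lay at -0.31 on chromosome X and at 0.25 on chromosome 4. Over all shared peaks, chromosome 19 lay at 0.25, 0.17 and 0.29 and chromosome 12 at -0.26, 0.00 and -0.21 for Pol II, TEAD4 and H3K27ac, and in the Ezr mutant chromosome X lay at -0.32 and chromosome 4 at 0.25.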
